# Effect of Early Calf-Hood Nutrition on the Transcriptional Regulation of the Hypothalamic-Pituitary-Testicular axis in Holstein-Friesian Bull Calves

**DOI:** 10.1038/s41598-018-34611-4

**Published:** 2018-11-08

**Authors:** A. M. English, C. J. Byrne, P Cormican, S. M. Waters, S. Fair, D. A. Kenny

## Abstract

The aim of this study was to investigate the effect of early calf-hood nutrition on the transcriptomic profile of the arcuate nucleus of the hypothalamus, anterior pituitary and testes in Holstein-Friesian bulls. Holstein-Friesian bull calves with a mean (±S.D.) age and bodyweight of 19 (±8.2) days and 47.5 (±5.3) kg, respectively, were offered a high (n = 10) or low (n = 10) plane of nutrition in order to achieve an overall growth rate of 1.2 and 0.5 kg/day. At 126 (±3) days of age, calves were euthanized, hypothalamus (arcuate region), anterior pituitary and testicular parenchyma samples were harvested and RNAseq analysis was performed. There were 0, 49 and 1,346 genes differentially expressed in the arcuate nucleus, anterior pituitary and testicular tissue of bull calves on the low relative to the high plane of nutrition, respectively (P < 0.05; False Discovery Rate <0.05). Cell cycle processes in the anterior pituitary were down regulated in the low relative to the high plane of nutrition; there was no differential expression of genes related to reproductive processes. Gene expression involved in cholesterol and androgen biosynthesis in the testes were down regulated in animals on the low plane of nutrition. This study provides insight into the effect of early life plane of nutrition on the regulation of the HPT axis.

## Introduction

Dairy bulls are now selected as potential artificial insemination (AI) sires soon after birth using genomic selection^1^. There is increasing evidence for a positive effect of the plane of nutrition during calfhood on the early onset of puberty in the bull^2–4^. It is desirable not only for such bulls to reach puberty earlier but also that they have the capability of producing high volumes of good quality semen early in life, particularly within the context of seasonal dairy production systems. It is critically important, therefore, to gain a better understanding of the effect of early calf-hood nutrition on the biochemical pathways and key factors affecting sperm production to facilitate the design of improved rearing protocols for such genetically elite and valuable bulls.

Enhanced nutrition in the early calf-hood period has been shown to positively impact the hypothalamic gonadotropin releasing hormone (GnRH) pulse generator and its action on the anterior pituitary gland; thereby advancing the age at onset of puberty in bulls^5^. The hypothalamus is widely acknowledged as the homeostatic regulator of the body^6^. Metabolic signals are sent from organs such as the liver (IGF-1), pancreas (insulin) and adipose tissue (leptin, adiponectin) and received by metabolic sensing neurons involved in satiety and energy homeostasis within the arcuate (ARC) nucleus. Such biochemical messages are mediated by proteins including neuropeptide Y (NPY), agouti-related protein (AgRP)^7,8^ as well as kisspeptin (Kiss)^9,10^. These metabolic sensing neurons stimulate GnRH release thereby affecting reproductive function.

The anterior pituitary is the principal regulator for growth, metabolism and reproduction via the synthesis and/or release of an array of hormones that control these functions in multiple peripheral organs^11^. The gonadotrophic cells in the anterior pituitary are characterised by the expression of GnRH receptors; which are responsible for the regulation of testicular function through secretion of gonadotropins, luteinizing hormone (LH) and follicle stimulating hormone (FSH)^12^. The age at which bulls of dairy breeds attain puberty can range from 8–11 months^13^, although this is influenced by management. There is a transient rise of LH which occurs between 8 and 20 weeks of age, with a peak at 12–15 weeks, declines between 20 and 24 weeks of age^14^. Restricted nutrition during calfhood has been reported to affect steroidogenesis in the testes via inhibition of the magnitude of the hypothalamic GnRH pulse and therefore, the response of the anterior pituitary^5^.

The effect of level of nutrition offered to calves’ during the first six months of life on the early gonadotropin rise and the age at which puberty is reached cannot be rectified by the level of nutrition received thereafter^2,4,5^. We have recently demonstrated that Holstein-Friesian bulls fed a high plane of nutrition for the first six months of life reached puberty approximately one month earlier than bulls on a lower plane irrespective of their plane of nutrition during the subsequent months^2^.

Studies have been carried out in heifers using microarray, *in situ* hybridisation and immunohistochemical technologies to investigate the effect of early life nutrition on the molecular control of the hypothalamus and its knock on effects on age at onset of puberty but there is a lack of information on the nutritional influence on the molecular control of the HPT axis of the bull calf^15–17^. Recent advances in deep-sequencing technology provides the opportunity for in-depth insight into the global transcriptome of key biologically important tissues. The hypothesis under investigation in this study was that the global transcriptomic profiles of hypothalamic-pituitary-testicular tissues would be affected by plane of nutrition during the early calf-hood period in Holstein-Friesian bulls.

## Material and Methods

All procedures involving animals were approved by the Teagasc Animal Ethics Committee (TAEC30/2013) licensed by the Health Products Regulatory Authority (licence number AE19132/P013) in accordance with the European Union Directive 2010/36/EU.

### Animal Model

This experiment was conducted as part of a larger study designed to examine the effect of early calfhood nutrition on the molecular control of the HPT axis. The animal model and management has previously been described by Byrne *et al*.^18^. Briefly, twenty Holstein-Friesian bull calves with a mean (±S.D.) age and bodyweight of 19 (±8.2) days and 47.5 (±5.3) kg, respectively, were sourced from commercial dairy farms blocked on age, sire, liveweight and farm of origin. After five days acclimatisation, calves were assigned to either high or low plane of nutrition. Calves were individually fed milk replacer and concentrates (Tables 1 and 2) using an electronic feeding system (Forster-Tecknik Vario; Engen, Germany). Calves on the high plane of nutrition received 1200 g of milk replacer reconstituted to 8 L daily, together with concentrate *ad libitum*. Calves on the low plane of nutrition were allocated 500 g of milk replacer reconstituted to 4 L plus a maximum of 1 kg of concentrate daily. Diets were designed based on National Research Council guidelines (NRC 2001). Calves on both treatments were weaned when consuming a minimum of 1 kg of concentrate for three consecutive days, at a mean age of 82 (±3.9) days. There was no difference between the two groups in mean age at weaning. Following weaning, the high plane of nutrition group was offered concentrate feed *ad libitum*, while the low plane of nutrition group was offered 1 kg of concentrate, daily. All calves had daily access to approximately 0.5 kg of straw each and a constant supply of fresh water.

**Table 1:** Chemical composition of milk replacer.

	Milk Replacer
**Chemical composition (g/kg)**	
ADF	12.0 ± 1.98
Crude ash	65.7 ± 2.22
CP	216.3 ± 1.24
DM (%)	96.7 ± 0.15
NDF	5.1 ± 1.00
Oil B	235.0 ± 44.10

**Table 2:** Diet and chemical composition of concentrate diet offered.

	Concentrate
**Diet composition (%)**	
Rolled Barley	26.5
Soya bean meal	25
Maize	15
Beet pulp	12.5
Soya hulls	12.5
Molasses	5
Mineral and vitamins	2.5^a^
Vegetable oil	1
**Chemical composition (g/kg)**	
ADF	103.1 ± 6.76
Crude ash	68.8 ± 0.91
CP	167.9 ± 1.86
DM (%)	88.9 ± 0.66
NDF	204.3 ± 18.2
Oil B	30.8 ± 0.72

^a^Mineral and vitamin composition: vitamin A (10 mIU/kg), vitamin D_3_, (2 mIU/kg), vitamin E (40 mg/kg), iodine (8 mg/kg), cobalt (40 mg/kg), copper (88 mg/kg), manganese (81 mg/kg), zinc (139 mg/kg) and selenium (11 mg/kg). ^b^Mineral and vitamin composition for concentrate post puberty is the same as above with the exception of copper (80 mg/kg). ^c^Oil B = Acid hydrolysis.

### Tissue collection

The calves were euthanized at a mean age of 126 (±1.1) days of age, using an intravenous overdose of sodium pentobarbitone. The timing of slaughter was chosen as all calves at this stage would have been expected to have experienced an endogenous transient LH rise^13^ and the timing and magnitude of this rise affects would have affected testicular testosterone synthesis. Blood samples were collected on a fortnightly basis to determine systemic concentrations of LH and was quantified by RIA as previously described by Byrne *et al*.^18^. Death was confirmed by exsanguination followed by decapitation. The skullcap was opened and the brain was removed from the skull by severing the infundibulum, optic nerves and brain stem. Tissue enclosing the ARC nucleus region of the hypothalamus was dissected according to Komatsu *et al*.^19^. Two small triangular sections containing the arcuate nucleus were taken from either side of the bottom of the third ventricle. The pituitary gland was removed from the sella turcica and anterior and posterior sections of the pituitary gland were separated. The testes were excised and the tunica albuginea, epididymides and any excess connective tissue removed. Two sections of the parenchyma were dissected from the middle region of each testis. All samples were washed in sterile Dulbecco’s phosphate-buffered saline (DPBS), snap-frozen in liquid nitrogen, and subsequently stored at −80 °C pending further processing.

### RNA isolation and purification

Total RNA was extracted from each tissue sample using RNeasy Universal plus Kit (Qiagen, Manchester, UK). The quantity and quality of the RNA isolated was determined using the same procedure as described by English *et al*.^20^. RNA integrity number (RIN) for all samples was greater than 8. Further RNA library preparation, sequencing and analysis were carried out as described by English *et al*.^20^.

Sixty (20 calves × 3 tissues) cDNA libraries were prepared from high quality RNA using an Illumina TruSeq RNA Sample Preparation kit v2 following the manufacturer’s instructions (Illumina, San Diego, CA, USA).

Following sequencing two testes samples from the low plane of nutrition and one anterior pituitary sample from the high plane of nutrition were removed from the study due to low sequence reads.

## Results

### Animal performance

Weight gain and other indicators of animal performance were outlined previously^21^. In brief, calves on a high plane of nutrition had larger testes, greater seminiferous tubule diameter, more mature spermatogenic cells and more Sertoli cells (Supplementary Table 4). The effect of a high plane of nutrition on the testicular development was validated at a transcriptional level in this study. There was no effect of nutritional treatment on FSH, LH or testosterone (P > 0.05) but there was an effect of week of sampling on all three hormones (P < 0.0001; Supplementary Fig. 1).

### Differential gene expression

The RNAseq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible via GEO series accession number GSE97673. 

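The data cover 57 libraries of 3 tissues from bull calves slaughtered at 18 weeks of age. The arcuate nucleus is the region at the base of the hypothalamus that senses metabolic state, the anterior pituitary secretes LH and FSH, and the testes are their target. There were 10 high plane and 10 low plane libraries of the arcuate nucleus, 9 and 10 of the anterior pituitary, and 10 and 8 of the testes. Calves on the high plane received 1200 g of milk replacer daily in 8 L, and calves on the low plane 500 g in 4 L. The sample labels give growth rates of 1.08 and 0.5 kg per day for the 2 planes, whereas the design text of the series gives 1.2 and 0.5 kg per day. The libraries were single-end TruSeq mRNA libraries. For each library the authors deposited the number of reads counted on each gene, listed by Ensembl identifier without gene names, chromosome positions or normalization. The labels record neither a sequencing batch nor the calf that each library came from. One high plane testes library is labelled A48, with the letter that otherwise marks the anterior pituitary, while the header inside its data reads B48. Its log2 CPM (counts scaled to a common library size) correlated with those of the other 17 testes libraries at a median r of 0.979 across genes, and with the 19 anterior pituitary libraries at a median r of 0.763. No 2 libraries of a group differed by as little as sampling noise alone would give, since the smallest chi-square per degree of freedom within a group was 2.72. The counts were compared between diets within each tissue with edgeR's quasi-likelihood test after TMM normalization, which scales each library so that most genes are unchanged. Genes with too few counts were left out by edgeR's default filter, which kept 14757 genes in the arcuate nucleus, 14411 in the anterior pituitary and 15310 in the testes. Log2 fold changes are for the low relative to the high plane, and p-values were adjusted by the Benjamini-Hochberg method (FDR). The filter, the normalization, the test and any covariate are the choices that could change the counts of DEG.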

The average number of raw reads for arcuate, anterior pituitary and testes samples were 16.3 million (mean ± SD; 16,319,326 ± 7,160,418), 16.3 million (16,346,430 ± 5,094,647) and 18.3 million (18,324,101 ± 7,135,544), respectively. 

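Between 898979 and 32009433 reads per library were counted on genes across the 3 tissues. In the arcuate nucleus the total count ranged from 898979 to 32009433 on the high plane (median 16660654.5, n = 10) and from 8670087 to 27729419 on the low plane (median 15016884.5, n = 10). The lowest total belonged to the high plane library C22, in which 14809 genes had at least 1 read, against a median of 17721.5 genes in its group. Anterior pituitary totals ran from 6895844 to 23136058 on the high plane (median 15897185, n = 9) and from 10494695 to 27426173 on the low plane (median 16348129, n = 10). For the testes the range was 14963221 to 26067610 on the high plane (median 18655866, n = 10) and 8586953 to 22903487 on the low plane (median 14180871, n = 8). The mean of the counted reads was 16319326 ± 7160418 (SD, n = 20) in the arcuate nucleus, 16346430 ± 5094697 (SD, n = 19) in the anterior pituitary and 16954994 ± 4769545 (SD, n = 18) in the testes. Depth did not differ between the diets by more than the spread between libraries in the arcuate nucleus (permutation test, p = 0.451) or the anterior pituitary (exact permutation test, p = 0.365). In the testes the low plane libraries held fewer reads than the high plane libraries (exact permutation test, p = 0.0334).

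**Figure D1:**
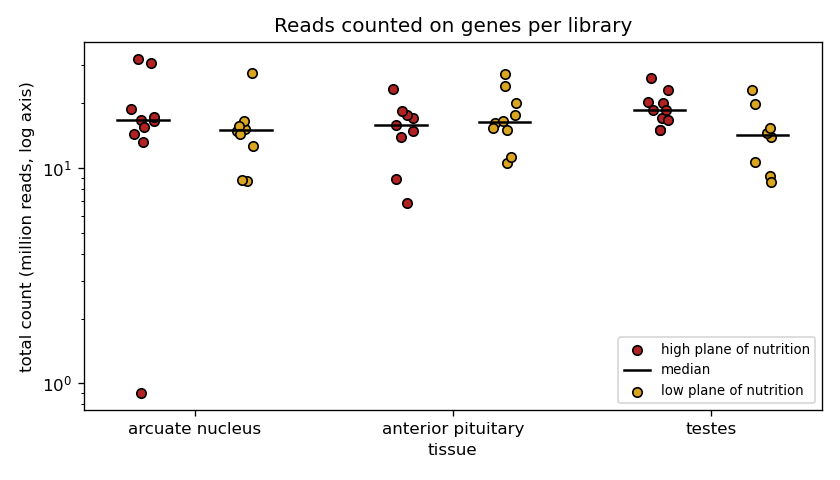
Total count of reads of each library on a log axis, by tissue and plane of nutrition, with a line at the median of each group. The arcuate nucleus library C22 lies lowest with 898979 reads, and the low plane testes libraries have a median of 14180871 against 18655866 on the high plane.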

There were 0, 49 and 1,346 DEG identified in ARC, anterior pituitary and testes tissues between animals on the two divergent planes of nutrition (P < 0.05; False Discovery Rate < 0.05), respectively. 

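In the deposited counts, 0 of 14757 genes in the arcuate nucleus, 81 of 14411 in the anterior pituitary and 1057 of 15310 in the testes had an FDR below 0.05 with edgeR's quasi-likelihood test. These were 0.56% of the genes tested in the anterior pituitary and 6.9% of those tested in the testes. The median size of the log2 fold change among the DEG was 1.6 in the anterior pituitary and 0.947 in the testes. Leaving out 1 library at a time gave 0 DEG in every arcuate nucleus fit, from 48 to 88 in the anterior pituitary and from 158 to 4600 in the testes. In the testes the count changed by the largest factor with the log2 total count of each library as a covariate, which left 2 DEG. The anterior pituitary count changed by the largest factor under an alternative chosen after the data were seen, which added as a covariate a library score, the mean log2 CPM of 200 genes picked in the other 2 tissues, and gave 1298 DEG. The same covariate gave 951 DEG in the testes and 0 in the arcuate nucleus.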

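Multidimensional scaling places libraries so that the distance between 2 of them reflects the biological coefficient of variation (BCV) of the 500 genes that vary most. It was computed for each tissue from the filtered, TMM-normalized counts. In the arcuate nucleus the mean coordinate on dimension 1 was 0.108 ± 0.1025 (SD, n = 10) on the high plane and -0.108 ± 0.4644 (SD, n = 10) on the low plane, which did not exceed the spread between libraries (permutation test, p = 0.227). The anterior pituitary means were 0.1208 ± 0.7164 (SD, n = 9) and -0.1087 ± 0.5321 (SD, n = 10), again within the spread (exact permutation test, p = 0.262). In the testes the high plane mean was 0.2714 ± 0.3999 (SD, n = 10) and the low plane mean -0.3393 ± 0.6388 (SD, n = 8), a difference larger than most relabellings of the libraries give (exact permutation test, p = 0.033). Dimension 1 held 24.7%, 62.7% and 55.2% of the variation in the arcuate nucleus, anterior pituitary and testes. With distances by log2 fold change, the slopes of the genes on dimension 1 correlated between tissues at 0.958 to 0.973 across genes. Much the same genes thus carry it in tissues where it did not separate the diets. Its difference between the diets in the testes need not be a response to diet. Within the testes, the high plane library B42 lay at -0.8612, among the low plane libraries. The low plane libraries B50 (0.3805), B31 (0.4144) and B7 (0.409) lay among the high plane libraries. Dimension 2 did not separate the diets in any tissue (p = 0.747 in the arcuate nucleus by permutation, 0.303 in the anterior pituitary and 0.626 in the testes by exact permutation). When distance was measured by log2 fold change in place of BCV, dimension 2 differed between the diets in the anterior pituitary (difference in means -0.8978, exact permutation p = 4.33e-05) and in the testes (-0.7375, exact permutation p = 0.00548). From the positions of the libraries in Fig. 1 the paper reads a separation of the diets in the testes only.

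**Figure D2:**
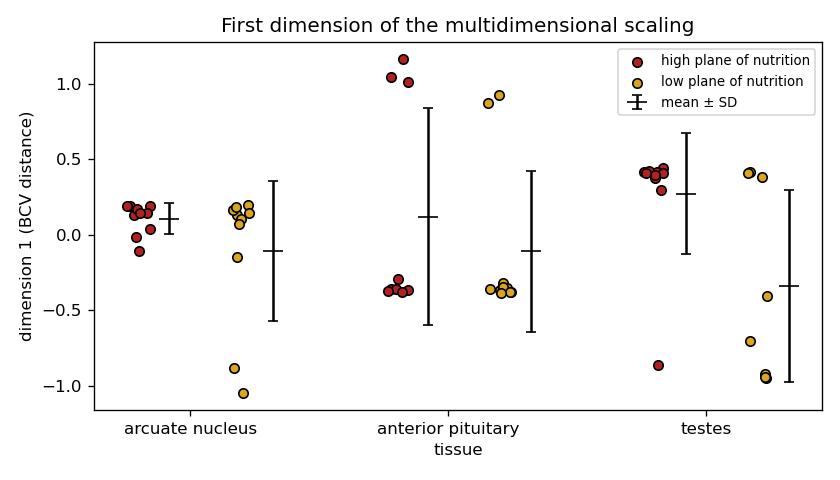
Coordinate of each library on dimension 1 of the multidimensional scaling (BCV distance, no unit; the sign of an axis is arbitrary), by tissue and plane of nutrition, with mean ± SD. In the anterior pituitary libraries of both diets lie apart from the rest, and in the testes the high plane library B42 lies at -0.8612. The low plane testes libraries B50, B31 and B7 lie among the high plane ones.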

A multi-dimensional scaling (MDS) plot was created in Edge-R; the plot showed a lack of separation between samples from the two planes of nutrition with regard to the arcuate nucleus and anterior pituitary tissue but generally good separation between samples from animals on the high compared with the low planes of nutrition in the testes tissue (Fig. 1).

**Figure 1:**
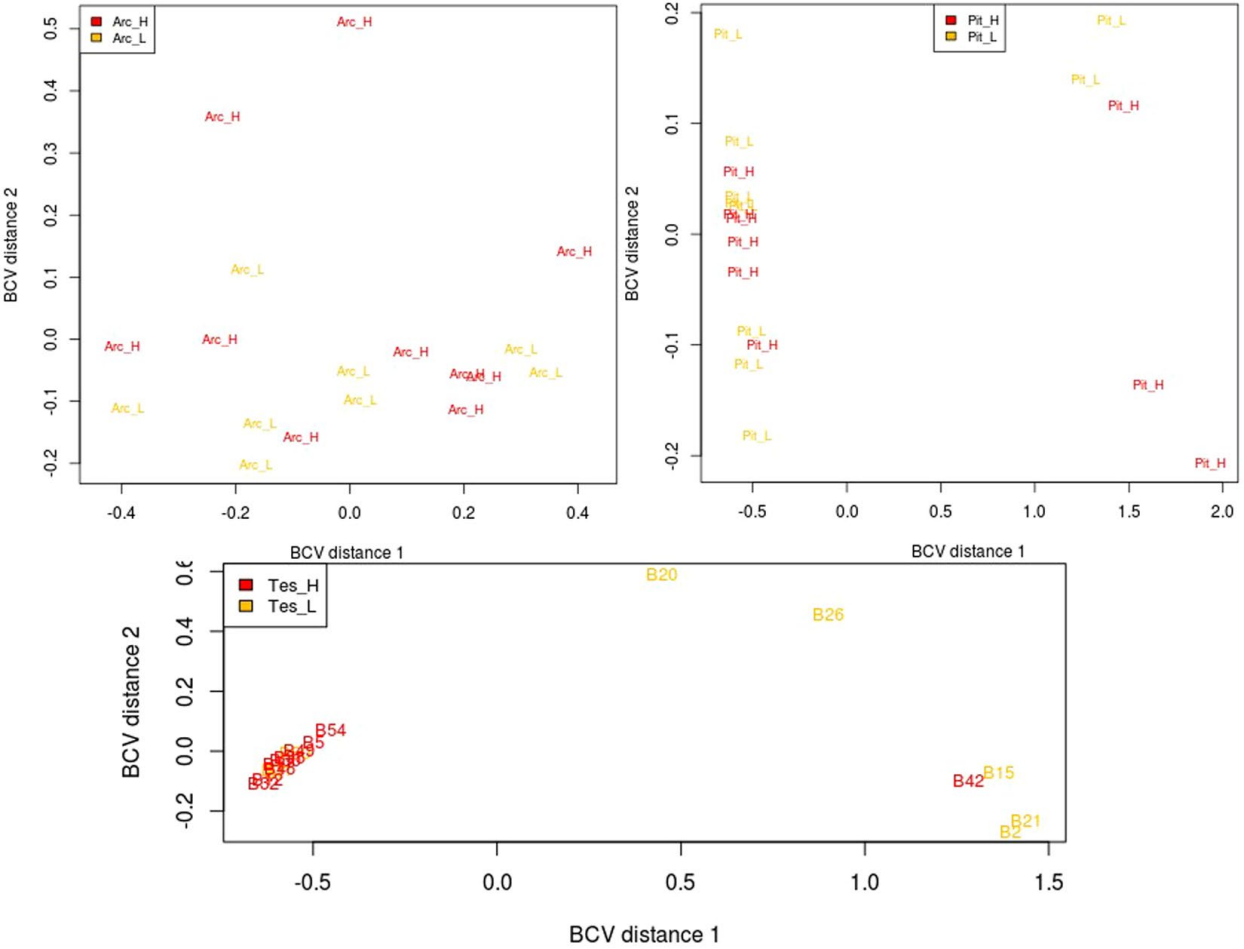
Multidimensional scaling plot which shows the measured similarity of the samples in 2-dimensions. The samples labelled in yellow are the Holstein-Friesian dairy bulls fed on a low plane of nutrition and slaughtered at 18 weeks of age and those labelled in red are the Holstein-Friesian dairy bulls fed on a high plane of nutrition and slaughtered at 18 weeks of age. Arc = Arcuate nucleus, Pit = Anterior Pituitary, Tes = Testes.

### Pathway analysis

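Of the 81 DEG in the anterior pituitary in the deposited counts, 10 were increased and 71 decreased on the low plane. The log2 fold changes ran from -2.5 to 2.103, and the paper's Supplementary Table 1 lists log ratios from -2.436 to 2.09 for its 45 genes. In the testes 727 of the 1057 DEG were increased and 330 decreased, with log2 fold changes from -3.618 to 1.815, against -3.47 to 1.759 for the 1315 genes of the paper's Supplementary Table 2. The genes are known here by identifier only, so the 2 lists could not be compared gene by gene. The 5 anterior pituitary genes with the smallest p-values were ENSBTAG00000009468, ENSBTAG00000001938, ENSBTAG00000018948, ENSBTAG00000023938 and ENSBTAG00000013573. ENSBTAG00000018948 rose from 15.33 ± 7.016 CPM (SD, n = 9) on the high plane to 65.82 ± 13 (SD, n = 10) on the low plane, a log2 fold change of 2.103 (standard error 0.2536, FDR 0.0004052 by edgeR's quasi-likelihood test). Every low plane library was above every high plane library for this gene. ENSBTAG00000001938 fell from 10.36 ± 1.69 (SD, n = 9) to 3.671 ± 1.163 CPM (SD, n = 10), a log2 fold change of -1.494 (standard error 0.1777, FDR 0.0004052 by the same edgeR test). The remaining 3 were also decreased, with log2 fold changes of -1.699, -1.961 and -1.858. Of the alternatives set before the files were opened, limma voom with quality weights changed the anterior pituitary counts by the largest factor, to 519 increased and 573 decreased. In the testes it gave 5472 and 5674, while the log2 total count as covariate left 0 increased and 2 decreased.

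**Figure D3:**
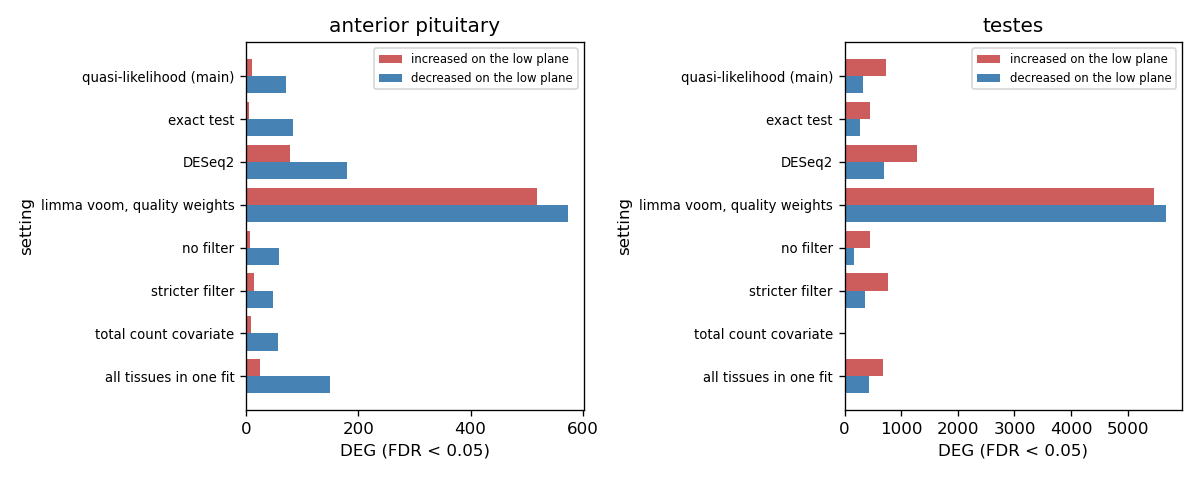
Number of DEG (FDR below 0.05) increased and decreased for the low against the high plane in the anterior pituitary and the testes, under the main fit and 7 alternatives set before the files were opened. The main fit gives 10 and 71 in the anterior pituitary and 727 and 330 in the testes, and with the total count as covariate 2 remain in the testes.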

There were 45 DEG out of the original 49 anterior pituitary genes (seven genes with increased expression and 38 genes with decreased expression in the low compared to the high plane of nutrition groups; Supplementary Table 1) and 1,315 DEGs out of the original 1,346 testes genes (1,049 genes with increased expression and 266 genes with decreased expression in the low compared to the high plane of nutrition; Supplementary Table 2) that mapped successfully to a molecular/biological pathway using IPA. Mapped DEG were analysed and allocated to a biological function within IPA. The pathways and processes most affected within anterior pituitary tissue of the calves on the low, compared to the high plane of nutrition were all related to cycle cell processes such as mitotic roles of polo-like kinase (P < 0.0001) and cell cycle: G2/M DNA damage checkpoint regulation (P < 0.0001). Those pathways and processes identified as most differentially expressed within testicular tissue were super pathway of cholesterol biosynthesis (P < 0.0001) and androgen biosynthesis (P < 0.0001). Information on the effect of plane of nutrition on the molecular and cellular functions and on the biochemical pathways of the anterior pituitary and testes are presented in Figs 2–5, respectively. Gametogenesis was predicted to be increased (z-score: 2.279) in testicular tissue of the low compared to the high plane of nutrition calves (Supplementary Table 3). Male infertility function was predicted to be decreased (z-score: −2.236) in the low compared to the high plane of nutrition group.

**Figure 2:**
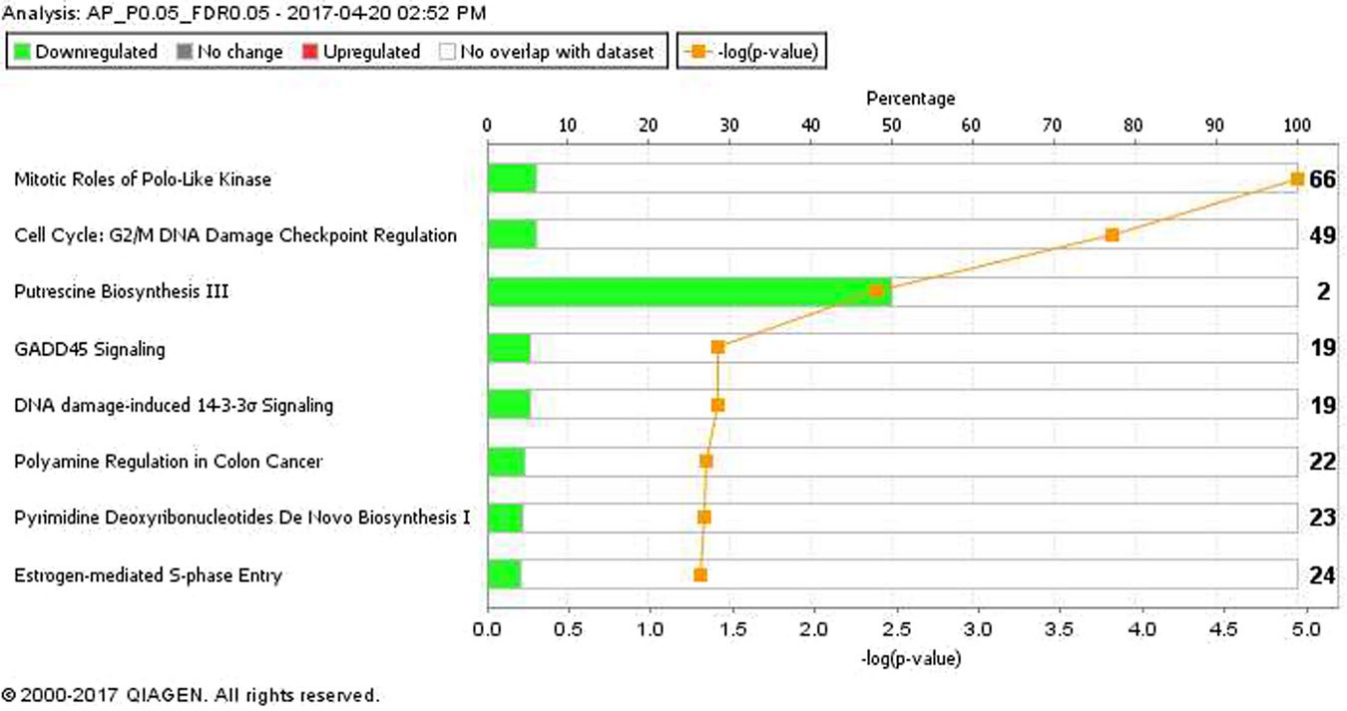
Biochemical pathways statistically significantly enriched in the anterior pituitary of Holstein-Friesian bull calves offered either a low or a high plane of nutrition and, slaughtered at 18 weeks of age. Green and red bars represent genes down and up regulated, respectively, as a percentage of the overall number of genes in each pathway. The significance of each pathway is represented by the yellow line describing −log(p-value). The P-value was calculated by the number of genes from our dataset of differentially expressed genes represented in a particular pathway, divided by the total number of genes in the Canonical Pathway in IPA analysis. Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis)^51^.

**Figure 3:**
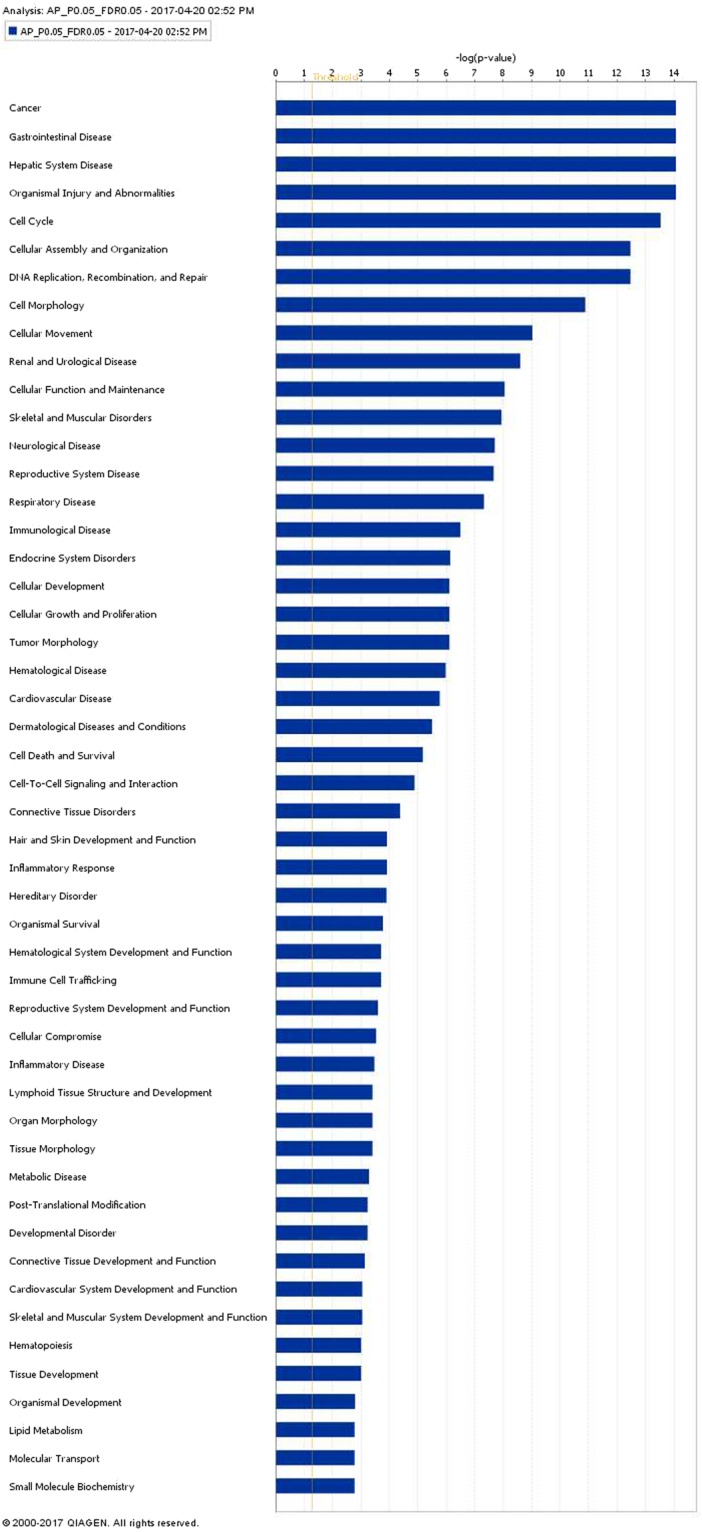
Molecular and cellular function of differentially expressed genes in anterior pituitary tissue of Holstein-Friesian bull calves offered either a low or a high plane of nutrition and and slaughtered at 18 weeks of age. The bars indicate the likelihood [−log (P-value)] that the specific molecular and cellular function was affected by a high plane of nutrition. The threshold line in the bar chart represents a p-value of 0.05. Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis)^51^.

**Figure 4:**
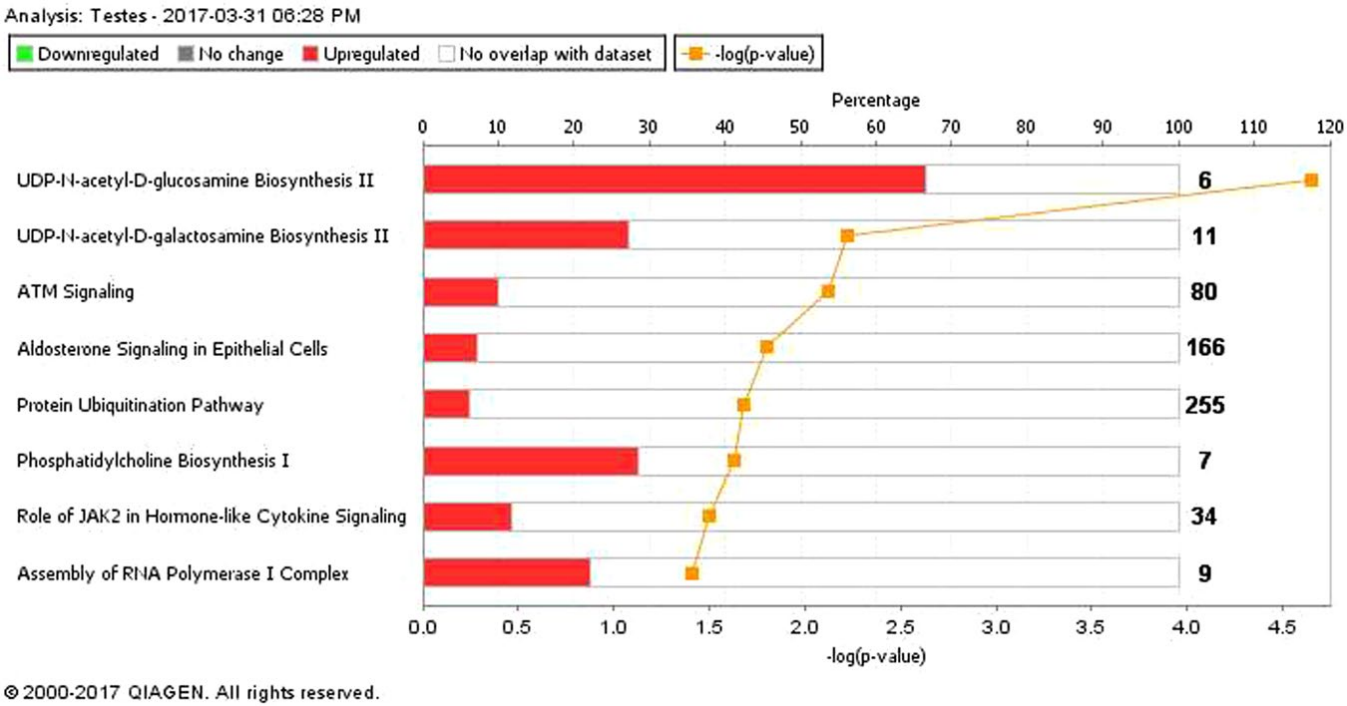
Biochemical pathways statistically significantly enriched in the testes of Holstein-Friesian bull calves offered either a fed on low or a high plane of nutrition and, slaughtered at 18 weeks of age. Green and red bars represent genes down and up regulated, respectively, as a percentage of the overall number of genes in each pathway. The significance of each pathway is represented by the yellow line describing −log(p-value). The P-value is calculated by the number of genes from our dataset of differentially expressed genes represented in a particular pathway, divided by the total number of genes in the Canonical Pathway in IPA analysis. Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis)^51^.

**Figure 5:**
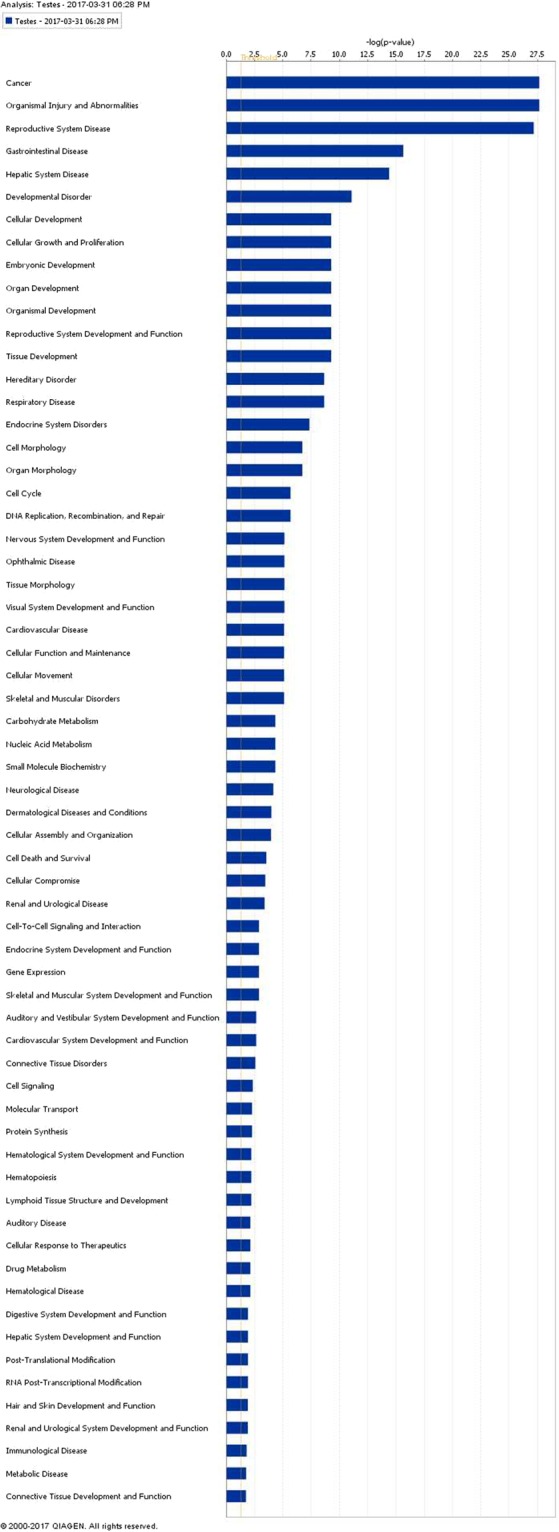
Molecular and cellular function of differentially expressed genes of the testes of Holstein-Friesian bull calves offered either a fed on low or a high plane of nutrition and and slaughtered at 18 weeks of age. The bars indicate the likelihood [−log (P-value)] that the specific molecular and cellular function was affected by a high plane of nutrition. The threshold line in the bar chart represents a p-value of 0.05. Data were analyzed through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis)^51–54^.

## Discussion

This is the first study to investigate the effect of plane of nutrition during the early calf-hood period on the transcriptomic profile of the HPT axis in young bulls. 

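In the arcuate nucleus counts, the smallest FDR among 14757 genes was 0.4771 with edgeR's quasi-likelihood test. A p-value below 0.05 before adjustment was found for 1464 genes, where uniform p-values would give 738, and 1210 of these were increased on the low plane. For the anterior pituitary 1070 genes passed the same limit where 721 would be expected, and in the testes 4629 where 766 would be. Across genes, the arcuate nucleus log2 fold changes correlated at -0.664 with the slope of each gene on the first scaling dimension (log2 fold change distance). With the library score as covariate the correlation was -0.029. The excess of increased genes in the arcuate nucleus may thus reflect that dimension. The common biological coefficient of variation between libraries of a diet was 0.415 in the arcuate nucleus, 0.533 in the anterior pituitary and 0.485 in the testes. The median standard error of a log2 fold change was 0.224, 0.26 and 0.245, so this fit measured the arcuate nucleus about as precisely as the other tissues. With the library score as covariate the common biological coefficient of variation was 0.261, 0.184 and 0.219, highest in the arcuate nucleus. Lower precision there than in the other tissues is therefore not excluded. Even the gene with the smallest p-value, ENSBTAG00000002444, with a log2 fold change of -1.528 and a standard error of 0.3014, did not pass the FDR threshold. By the same edgeR test it was also decreased in the anterior pituitary (log2 fold change -1.823, FDR 0.003216) and in the testes (-0.4922, FDR 0.04654). A single fit over all 3 tissues, which shares one estimate of the spread between them, moved the arcuate nucleus result most and gave 123 DEG. The paper sets the absence of DEG in this tissue against the differences in growth and testicular development between the groups.

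**Figure D4:**
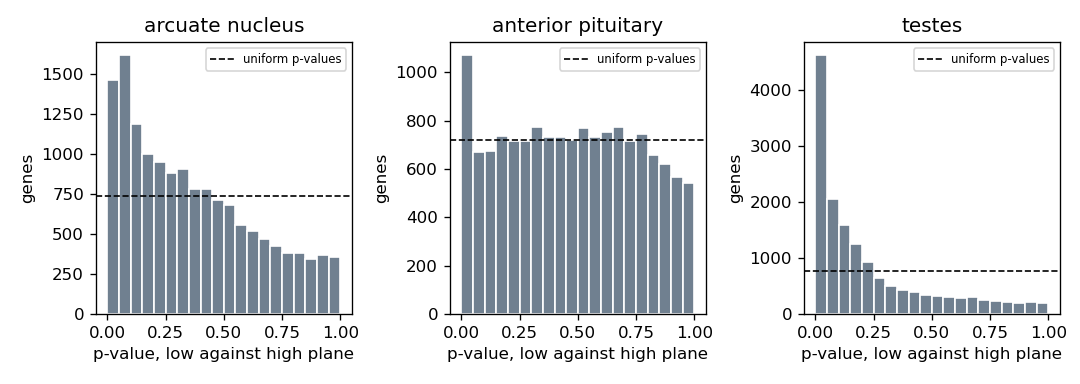
Histograms of the unadjusted p-values of the genes tested for a difference between diets in each tissue, with a dashed line at the height that uniform p-values would give. The bar below 0.05 holds 1464 genes in the arcuate nucleus, 1070 in the anterior pituitary and 4629 in the testes.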

Despite large differences in animal growth rate, metabolic status and testicular development between the nutritional treatments groups employed in the study, no DEG were detectable within tissue from the arcuate nucleus region of the hypothalamus. Offering calves a low plane of nutrition caused down regulation of processes involved in cell cycle in the anterior pituitary. 

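In the testes counts, 1057 of 15310 genes differed between the diets with an FDR below 0.05, and 330 of them were lower on the low plane. All 5 genes with the smallest p-values were higher on the high plane. ENSBTAG00000011677 had 2.11 ± 1.039 CPM (SD, n = 10) on the high plane and 0.1615 ± 0.13 (SD, n = 8) on the low plane. Its log2 fold change of -3.618 was the lowest among the DEG (standard error 0.4993, FDR 0.01198 by edgeR's quasi-likelihood test). No high plane library had fewer than 0.5292 CPM of it and no low plane library more than 0.3439. The most abundant of the 5, ENSBTAG00000021237, averaged 1101 ± 144.2 CPM (SD, n = 10) on the high plane and 628.5 ± 128.9 (SD, n = 8) on the low plane, with no overlap between the groups (log2 fold change -0.8093, standard error 0.1291, FDR 0.01693 by the same edgeR test). ENSBTAG00000031778, ENSBTAG00000012969 and ENSBTAG00000014149 had log2 fold changes of -1.622, -1.719 and -2.043. With the total count of each library as a covariate only ENSBTAG00000011677 of these 5 kept an FDR below 0.05 (0.03862), although the 5 log2 fold changes stayed between -3.726 and -0.7946. With the library score described at the counts of DEG as covariate, chosen after the data were seen, 271 genes were increased and 680 decreased. The files give no gene names, so which of these genes act in androgen or cholesterol biosynthesis was not analysed here. The paper draws its conclusion on hormone production from the pathways that its DEG were assigned to (Fig. 4).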

The high plane of nutrition induced an increase in DEG in the testes, affecting processes involved in hormone production including androgen and cholesterol biosynthesis in comparison to the low plane of nutrition. Surprisingly, the function of ‘gametogenesis’ was predicted to be upregulated in testicular tissue of calves on the low compared with the high plane of nutrition.

### Cholesterol biosynthesis

Cholesterol is the precursor for all steroid hormones and its availability is vital for their optimal production^22^. Cholesterol can be synthesised *de novo* from acetate, cholesterol ester stores in intracellular lipid droplets or the uptake of cholesterol from low density lipoprotein receptors (*LDLR*)^23^. There are five major stages in the process of cholesterol synthesis. Firstly, two acetyl CoA molecules are converted to 3-hydroxy-3-methylglutaryl-CoA (HMG-CoA) and HMG-CoA is converted to mevalonate. Mevalonate is converted to isopentenyl pyrophosphate (IPP), which is then converted to squalene and the final step is the transformation of squalene to cholesterol. Genes encoding for the enzymes catalysing the biosynthesis of cholesterol including mevalonate kinase (*MVK*), phosphomevalonate (*PMVK*), disphosphomevalonate decarboxylase (*MVD*), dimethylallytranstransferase (*FDPS*), lanosterol synthase (*LSS*), D24 sterol reductase (*DHCR24*), D14 sterol reductase (*TM7SF2*), cholesterol D-isomerase (*EBP*) and 7- dehydrocholesterol reductase (*DHCR7*) were all found to be down regulated in the low compared to the high plane of nutrition group in testicular tissue. This is of interest as under normal physiological conditions, *de novo* cholesterol synthesis replenishes cholesterol stores in Leydig cells^22^.

The low plane of nutrition had a negative effect on genes that mediate the transport of cholesterol. Interestingly, the uptake of high density lipoprotein (HDL) cholesteryl esters via binding Apolipoprotein E (HDL-ApoE)^24^, the selective uptake pathway of HDL cholesterol to the testes via SCARB1^25^ and the LDLR pathway^23^ were downregulated in calves on the low plane of nutrition. Liver X receptor (*LXR*) has been reported to be crucial for maintaining cholesterol homeostasis in murine Sertoli cells^26^. In our study plane of nutrition had no effect on *LXR* gene expression; however, the low plane of nutrition did affect its target genes such as Apolipoprotein E (*APOE*; log fold expression: −2.274) which is expressed in both Sertoli cells and germ cells of sexually immature rats and the Leydig cells of sexually mature rats^27^ and Scavenger receptor B1 (*SCARB1*; log fold expression: −1.816) which is expressed in murine Leydig cells^28^. The expression of *LDLR* was down regulated (log fold expression: −1.789) in calves on the low compared to the high plane of nutrition, indicating that this source of cholesterol inhibited testosterone synthesis as testicular Leydig cells under certain conditions obtain plasma lipoprotein-derived cholesterol for steroid synthesis^29^. In an associated study we analysed blood from the animals employed here and found greater serum testosterone concentrations in the calves on the high compared to the low plane of nutrition (Supplementary Fig. 1). Therefore, down regulation of cholesterol biosynthesis will likely negatively affect androgen biosynthesis.

### Androgen biosynthesis

Androgens are crucial for optimal male reproductive function, playing important roles in maintaining spermatogenesis and sexual function. The rate of testosterone and estradiol production is controlled by gonadotropins, LH and FSH^22^. In our study we observed that *FSHR* (follicle stimulating hormone receptor) was down regulated in the high compared to the low plane of nutrition in the testes (log fold expression: −1.021). In the male, FSH stimulates Sertoli cell proliferation, as well as the induction and maintenance of normal spermatogenesis^30^. Expression of *FSHR* mRNA and number of FSH receptors has been found to decrease with testes development as bulls mature^31^. It has been reported that steroidogenic acute regulatory protein (*StAR*) is the primary determinant in the process of steroid synthesis^32^. The expression of *StAR* mRNA has previously been shown to be expressed in bull testes^33^ and it regulates the transport of cholesterol from the outer into the inner mitochondrial membrane. Treating bulls with GnRH agonist caused increased testosterone biosynthesis and StAR protein in the anterior pituitary^34^. In our study, calves offered the low plane of nutrition had a lower expression of *StAR* (log fold change: −1.914) compared to their contemporaries on the high plane of nutrition. The expression of *StAR* has been reported to be stimulated by IGF-1 in fetal and adult mice Leydig cells^35,36^. This is consistent with previous reports from our group showing greater plasma IGF-1 concentrations when the same animals in this study were offered a high compared with a low plane of nutrition (Supplementary Fig. 1).

There are two pathways involved in the conversion of pregnenolone to testosterone in the Leydig cells, Δ4 or Δ5. In the Δ5 pathway, pregnenolone is converted to 17α-hydroxypregnenolone then to dehydroepiandrosterone and finally to testosterone through either androstenediol or androstenedione. Our data show that this pathway was negatively affected by the low plane of nutrition. The conversion of cholesterol to pregnenolone is catalysed by cytochrome P450 side chain cleavage enzyme (P450scc) located in the inner mitochondrial membrane^37^. The transcription of *CYP11A1* gene encoding P450scc regulates the quantity of P450scc and therefore, the steroidogenic function^23^. In the current study, *CYP11A1* was down regulated in the low compared to the high plane of nutrition. Genes encoding for the enzymes catalysing the formation of testosterone including 3-β-hydroxysteroid dehydrogenase (*HSD3B7* and *HSD3B2*) and steroid D-isomerase (*HSD3B2* and *EBP*) were down regulated in the low compared to the high plane of nutrition, which led to decreased production of testosterone. However, reducing dietary nutrient intake did not down regulate all genes related to testosterone production as *17β-HSD*, which codes for the enzyme responsible for the conversion of androstenedione to testosterone, was not altered by plane of nutrition.

### Gametogenesis

There were 11 of 87 genes displaying upregulated expression in the low plane of nutrition animals consistent with a predicted increase in gametogenesis (spermatogenesis). These genes included *SIAH1*, *RNF2*, *MCM9*, *CTCFL*, *FSHR*, *AGFG1*, *DDX25*, *MCM8* and *KDM3A*, which have all been reported to be involved in aiding gametogenesis^38–40^. This was surprising and may be due to the low plane of nutrition calves experiencing a late spurt of gametogenesis. Male infertility function was predicted to be decreased in the low plane of nutrition compared to the high. There were five genes out of 11 genes which had an expression consistent with an increase in male infertility. These genes including *KMT2E (MLL5)*, *SETX*, *GMCL1*, *SIRT1* and *TDRD5*; which have all been reported to be involved in aiding spermatogenesis in adult mice and humans^41–45^. Gonadotropin regulated testicular RNA helicase (GRTH/DDX25) is regulated by gonadotropin in Leydig cells and germ cells and is necessary for completion of spermatogenesis^46^. In Leydig cells, GRTH is a negative regulator of the expression of genes involved in cholesterol synthesis and transfer (SREBP2, HMG-CoA and StAR) and therefore, exhibiting control over androgen synthesis^47^. However, we found that testosterone concentrations were significantly higher for the calves on the high compared with the low plane of nutrition from 10 weeks of age until their slaughter at 18 weeks of age (Supplementary Fig. 1) and the high calves had larger testes^48^, a greater seminiferous tubule diameter, a greater number of more spermatogenic cells and a greater number of Sertoli cells (Supplementary Table 4). Our research group has also reported on the effect of plane of nutrition on systemic concentrations of testosterone in Holstein Friesian bulls calves at 16 and 32 weeks of age, following an exogenous GnRH challenge^2^. Additionally we have shown Holstein Friesian bulls calves offered a high plane of nutrition pre six months to reach puberty approximately 30 days earlier that their counterparts on a lower dietary allowance^2^. Although both functions were predicted to be upregulated in the calves on the low compared to the high treatment, the testes from the high plane of nutrition calves were at a more mature stage with regard to testes weight, seminiferous tubule diameter, stage of spermatogenesis and Sertoli cell number and lumen development at slaughter.

Differences in metabolic function in the ARC using microarray technologies were reported in heifer calves fed on a high concentrate diet to achieve rapid bodyweight gain, compared to contemporaries offered a high forage diet, from three-seven months of age^15^. This study found that key genes involved in satiety such as *NPY* and *AGRP* were down regulated and *POMC* and *α-MSH* were upregulated in the high concentrate heifers. The genes *NPY/AGRP* are well documented in have opposing roles to that of *POMC/α-MSH* in the control of feeding and energy expenditure^8^. It has been reported that *NPY* acts directly on GnRH neurons and that this may also be the case for *AGRP* as melanocortin agonists have direct action on GnRH neurons^49^. A study also carried out by the same research group using *in-situ* hybridisation and immunohistochemical technologies reported that increased rates of growth during the juvenile period in heifers alter the methylation pattern of genomic DNA from the ARC and such alterations may be linked to advanced age at puberty^16^. Our study however, found no DEG within ARC tissue between treatments. 

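The arcuate nucleus gene with the smallest p-value in the deposited counts was ENSBTAG00000002444. It had 5.445 ± 3.21 CPM (SD, n = 10) on the high plane and 1.889 ± 0.8491 (SD, n = 10) on the low plane, with a log2 fold change of -1.528 (standard error 0.3014, FDR 0.4771 by edgeR's quasi-likelihood test). Each of the 20 fits that left out 1 library gave 0 DEG, the fit without the shallow library C22 included. Its FDR depended on the test, at 0.01562 with edgeR's exact test and 0.00992 with DESeq2, which counted 5 and 1 DEG in this tissue. On this absence of DEG the paper contrasts its calves with heifers studied by others.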

However, the studies reported above involved animals of a different sex, age, nutritional treatment and analytical technologies compared to our study which may have contributed to the difference in findings between studies. Our study is the first to date to utilize next generation sequencing technology to examine the effect of early calf hood nutrition on the global transcriptome of HPT tissue in Holstein-Friesian bull calves. The transcriptional profile of the ARC nucleus and anterior pituitary found in this study does not reflect the phenotype, in that the only DEG found in the anterior pituitary related to cell cycle and not specifically to metabolism or reproductive processes, as might be expected. This may be due to the transitory nature of gene transcripts in the brain^50^. 

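The deposited counts of the 3 tissues differed in how many genes responded and in where the strongest responses lay. Of the 81 anterior pituitary DEG, 66 were also tested in the arcuate nucleus, where 40 changed in the same direction and 3 had an FDR below 0.05 when adjusted within these 66 genes. In the testes 78 of them were tested and 33 changed in the same direction. Within that set 15 had an FDR below 0.05, of which 11 changed in the same direction and the rest in the opposite one. The overlap depended on the model. With the library score as covariate, chosen after the data were seen, most of these genes changed in the anterior pituitary direction in both tissues. More of them then had an FDR below 0.05 within the set in each tissue. Genes are not independent replicates, so these counts describe the lists only. A test of the diet effect between tissues was made for the 11 leading genes in one edgeR fit over all libraries. The p-values for a difference ran from 7.62e-08 for ENSBTAG00000018948 to 0.000907 for ENSBTAG00000002444. Each gene had been chosen for its small p-value in 1 tissue, which by itself favours such a difference. ENSBTAG00000018948 had log2 fold changes of 2.08 in the anterior pituitary, 0.835 in the arcuate nucleus and -0.0381 in the testes in that fit. Whether any of these genes serves reproduction could not be read from the identifiers. The paper reasons from the testicular DEG to an earlier influence of diet on the hypothalamus and anterior pituitary.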

However, while we did not detect DEG in either ARC or the anterior pituitary tissues which were specific to reproductive processes, gene expression profiles for testicular tissue were indicative of prior influence of plane of nutrition on the functionality of the hypothalamic-anterior pituitary axis, upon which testicular development depends.

## Electronic supplementary material

Supplementary file

# Supplementary material for: Effect of Early Calf-Hood Nutrition on the Transcriptional Regulation of the Hypothalamic-Pituitary-Testicular axis in Holstein-Friesian Bull Calves
**Source:** Sci Rep. 2018 Nov 8;8:16577. doi: 10.1038/s41598-018-34611-4
**Supplement:** Supplementary file 1 — Supplementary file

# **Effect of Early Calf-Hood Nutrition on the Transcriptional Regulation of the Hypothalamic-Pituitary-Testicular axis in Holstein-Friesian Bull Calves**

A.M. English<sup>1,2</sup>, C. J. Byrne<sup>1,3</sup>, P. Cormican<sup>1</sup>, S.M. Waters<sup>1</sup>, S. Fair<sup>2</sup> and D.A. Kenny<sup>1,3,\*</sup>

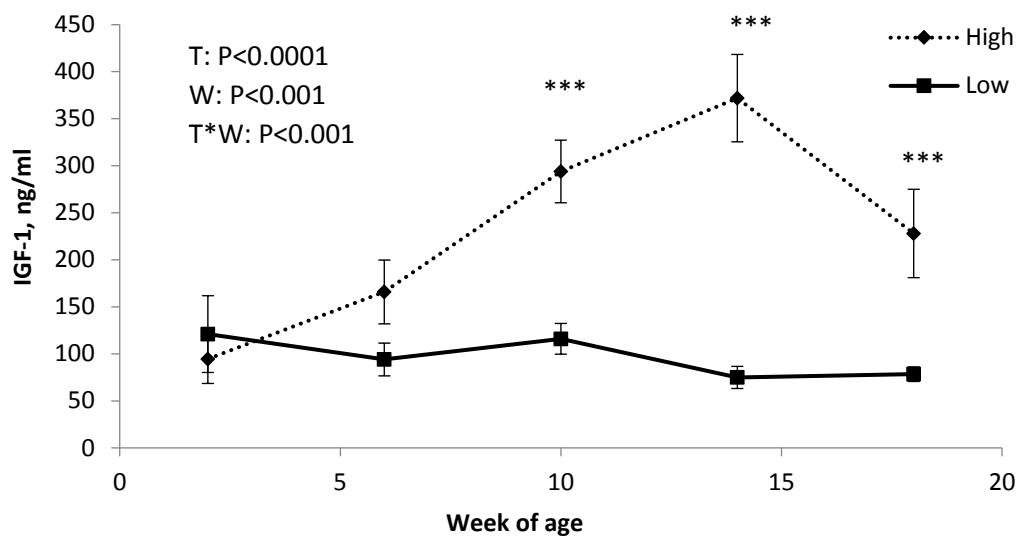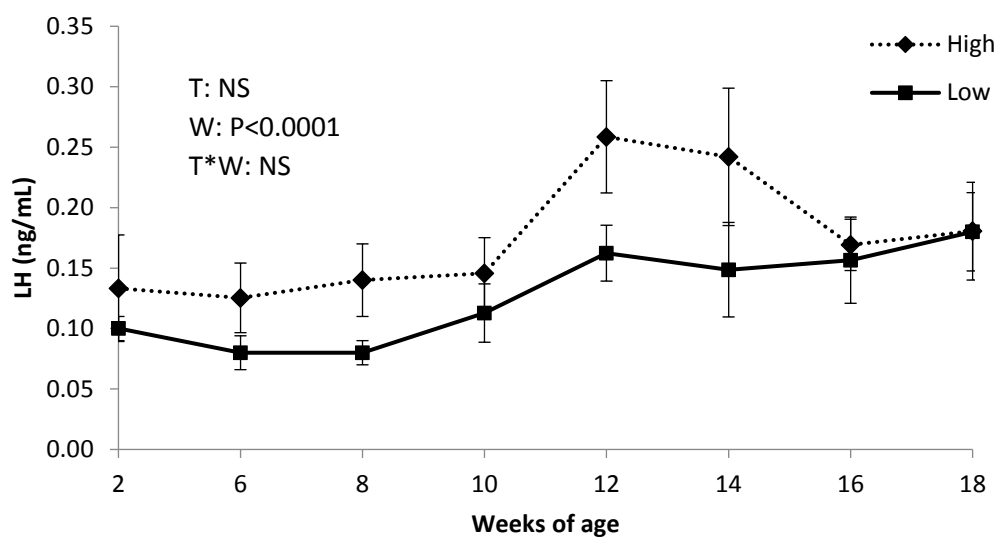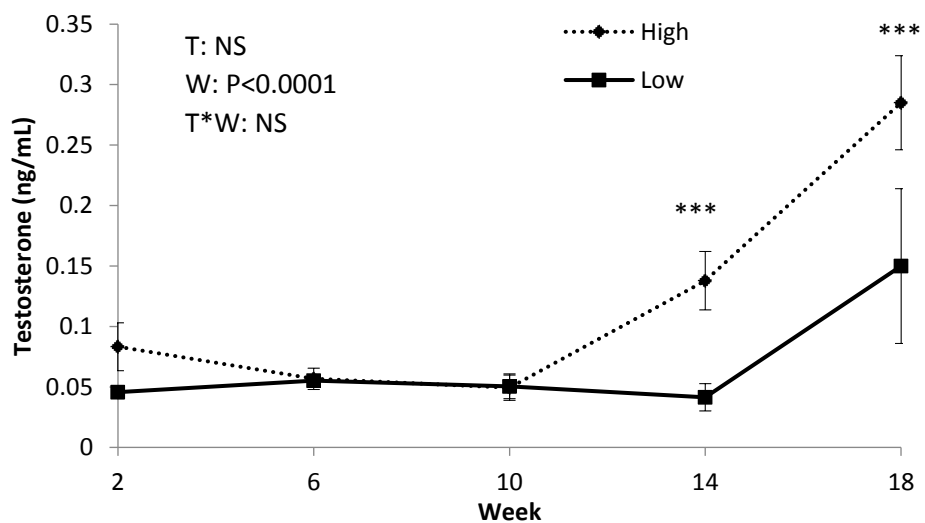

**Supplementary Figure 1:** Effect of plane of nutrition on the systemic concentrations on IGF-I, LH and Testosterone. Black full line: low plane of nutrition, Black dotted line: high plane of nutrition; T= Treatment, W=Week, T\*W= Treatment by Week Interaction, NS= Non significant, \*\*\* P<0.001, error bars represent standard error of the mean;

**Supplementary Table 1:** Genes differentially expressed in the anterior pituitary of the Holstein-Friesian dairy bulls fed on low plane of nutrition in comparison to a high plane of nutrition, slaughtered at 18 weeks of age.

---

**Supplementary Table 2:** Genes differentially expressed in the parenchyma of the testes of the Holstein-Friesian dairy bulls fed on low plane of nutrition in comparison to a high plane of nutrition, slaughtered at 18 weeks of age.

---

**Supplementary Table 3:** Gametogenesis genes differentially expressed in the testes tissue of the Holstein-Friesian dairy bulls feed on a low plane of nutrition in comparison to the high plane of nutrition and slaughtered at 18 weeks of age

**Supplementary Table 4** Effect of a high compared to a low plane of nutrition on paired testes weight and on morphological properties including seminiferous tubule diameter and stage of spermatogenesis

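Supplementary Table 4 sets the testes of the high plane calves beside those of the low plane calves by paired testes weight, by the diameter of the seminiferous tubules, in which sperm cells form, and by the stage that spermatogenesis had reached. These are measurements on tissue and histological sections, with the standard error of the mean as their error, and none of them is in the files analysed here. They describe the phenotype against which the paper reads the testicular DEG.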

\*\*\*P<0.001, \*P<0.05, SEM = standard error of the mean.

How the deposited data were processed for this re-analysis (not part of the article)

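RNA sequencing of the arcuate nucleus, anterior pituitary and testes of bull calves on a high or a low plane of nutrition was analysed from 57 libraries. The authors deposited for each library the count of reads on each Ensembl gene, as whole numbers without normalization. The aligner, the counting program and the annotation release were not found in the paper or its supplement, which refer to an earlier article for them. The authors left 3 libraries with few reads out before the counts were made available, and these are not in the files analysed here. Samples were grouped by the diet and tissue in their labels, which give 10 and 10 libraries in the arcuate nucleus, 9 and 10 in the anterior pituitary, and 10 and 8 in the testes, high plane first. The library labelled A48 was kept as a testes library, as its label and the header in its data state.

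Total counts ran from 898979 to 32009433 reads per library, and the medians within groups from 14180871 to 18655866. Since single libraries are shallow in places, low counts carry more sampling noise in them, most of all in the arcuate nucleus library C22. Differences in total count were tested by exact permutation where a group held fewer than 10 libraries, and otherwise by permutation with 100000 resamples, in Python 3.11.15 with scipy 1.17.1.

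Counts were analysed in R 4.3.3 with edgeR 4.0.16. Within each tissue, genes were filtered with edgeR's default rule on diet, libraries were scaled by TMM, and the low plane was compared with the high plane by the quasi-likelihood test, with Benjamini-Hochberg adjustment (FDR) and a threshold of 0.05. Standard errors were taken from the log2 fold change and the test statistic. Multidimensional scaling used the BCV distance over 500 genes. The genes named are, by a rule written before the files were opened, the 5 with the smallest p-value among the DEG of a tissue, or the single gene with the smallest p-value in a tissue without DEG. The rule also covered every gene that the paper names. These could not be located, because the files used list Ensembl identifiers and hold no table that pairs them with names. For the same reason the planned scores of the cell cycle, cholesterol, androgen, gametogenesis and infertility gene sets were not computed, and the pathway analysis was not repeated.

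The alternatives set before the files were opened were edgeR's exact test, DESeq2 1.42.0, limma 3.58.1 with voom and quality weights, no filter, a stricter filter (CPM above 1 in every library), the log2 total count as covariate, 1 fit over all tissues, leaving out each library in turn, and the log2 fold change distance for the scaling. After the data were seen, 4 more were added. These were a library score as covariate, the score together with the log2 total count, a filter of CPM above 1 in at least 18 libraries with the exact test, and library totals without TMM factors. The library score of a tissue is the mean log2 CPM (prior count 2) of 200 genes picked in the other 2 tissues. They had the largest positive slopes of log2 CPM on the first scaling dimension, within diets, summed over those 2 tissues. That dimension was taken from the log2 fold change distance, not the BCV distance. A first version of this score took its genes from the anterior pituitary alone and was replaced, so that no tissue chooses the genes of its own score. Both versions were devised after looking at the scaling.

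Also after the files arrived, 353 combinations of filter, normalization, dispersion estimate, test and library left out were tried, 8 in the arcuate nucleus, 175 in the anterior pituitary and 170 in the testes, in a search for one that gives the log ratios and p-values printed in the paper's supplement, so that identifiers and names could be paired. The largest share of the paper's listed genes with a gene of close log ratio and p-value was 4.44% in the anterior pituitary and 17.7% in the testes, so the search was given up and no gene name was taken from it. The 18-library filter with the exact test and library totals without TMM factors come from this search.

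The fits were tested on simulated data drawn with the real library sizes and means. The dispersions were those estimated with the library score in the model. Among genes with a mean CPM above 1, 200 were changed by 1.5 on the log2 scale. The quasi-likelihood test recovered 98% of the changed genes tested in the anterior pituitary, 96% in the arcuate nucleus and 97.5% in the testes. These shares describe data less dispersed than the real counts. In the same order of tissues, the common BCV of the real counts was 0.533, 0.415 and 0.485 without the score, and 0.184, 0.261 and 0.219 with it. With the first scaling dimension simulated as well, it recovered 71.6%, 78.4% and 68.5% without the library score and 98%, 94% and 94.5% with it. Libraries were thinned to the smallest total count of their tissue to test for effects of depth, which left out C22, since its depth would have removed most reads of the others. For each count of DEG, 100 splits of the libraries into groups of the same sizes were fitted, the real one included.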

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

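Libraries far from the rest of their group were searched for in 46 groups of values. The search found 6 outlying values, where about 2.3 would be expected by chance if the groups were independent. They are not, as B42 was found both on dimension 1 and in a score of genes that follow it. The testes library B42 (high plane) lay at -0.8612 on dimension 1, where the nearest other high plane library lay at 0.2961. In the library score, the mean log2 CPM of 200 genes chosen in the other 2 tissues, it had -0.651 against 4.197 for the nearest. After the testes libraries were thinned to 8586953 reads each, its gap was still 0.889 of the range of the group, so sequencing depth does not account for its position. The score is discussed with the shared first dimension under the other observations. Whether B42 carries a wrong diet label was not tested, because nothing in the files identifies the calf.

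The anterior pituitary library A57 (high plane) lay at 0.5559 on dimension 2, against 0.0253 for the nearest. It has the lowest total count of its tissue, 6895844 reads, but after thinning all libraries to that depth its gap was still 0.83 of the range. The testes library B54 (high plane) lay at -0.1014 on dimension 2, and at -0.094 after thinning. Its gap fell from 0.532 to 0.46 of the range, just under the critical value, so a part of depth is not excluded. Its total of 18674387 reads lies near the group median of 18655866, which argues against its own depth setting it apart. No biological explanation was tested for either library, since the design holds nothing beyond diet that separates them from their group.

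The arcuate nucleus library C41 had the highest total count of the low plane, 27729419 reads against 16556829 for the next. This is a property of the sequencing, for which the design offers no biological explanation. The arcuate nucleus library C44 had 14.03 CPM of ENSBTAG00000002444, against 7.207 in the next high plane library. Without C44 the log2 fold change of this gene was -1.236 in place of -1.528, so the difference between diets does not rest on that library, and it stayed above the FDR threshold with and without it.

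The diet effect of all 11 named genes differed between the 3 tissues in one fit over all libraries. The p-values of the difference were 0.000638 for ENSBTAG00000001938, 0.000907 for ENSBTAG00000002444, 0.000233 for ENSBTAG00000009468, 2.69e-05 for ENSBTAG00000011677, 0.000135 for ENSBTAG00000012969 and 3.01e-07 for ENSBTAG00000013573. They were 4.3e-06 for ENSBTAG00000014149, 7.62e-08 for ENSBTAG00000018948, 2.53e-06 for ENSBTAG00000021237, 0.000376 for ENSBTAG00000023938 and 5.02e-07 for ENSBTAG00000031778. Each gene was chosen for its small p-value in 1 tissue, which by itself favours a difference between tissues. With the library score in the fit all 11 still differed, with the largest p-value 0.00292. Without the score, ENSBTAG00000014149 had log2 fold changes of 0.876 in the anterior pituitary and -2.03 in the testes. Its anterior pituitary change was not tested on its own, so opposite responses are not shown. A response that depends on the tissue remains a hypothesis, as reads shared between gene copies and gene length could not be examined.

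The difference between diets in the library score was not the same in the testes and the anterior pituitary (permutation of the diet labels within tissues, p = 0.049). The low plane testes libraries scored 1.661 ± 2.67 (SD, n = 8) and the high plane 4.146 ± 1.702 (SD, n = 10; exact permutation test, p = 0.0369), while in the anterior pituitary the low plane scored 3.272 ± 2.334 (SD, n = 10) and the high plane 2.394 ± 2.944 (SD, n = 9; exact permutation test, p = 0.343). The score differed between the diets in 1 of 3 tissues. The difference between tissues was 1 of 3 tested and does not survive adjustment for that number.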

How the results depend on the processing

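The alternatives named in processing were fixed before the files were opened, except the library score, the score with the total count, the filter of CPM above 1 in at least 18 libraries with the exact test, and library totals without TMM factors, which were chosen after seeing the data. The planned gene set scores, and their alternatives (DESeq2 size factors, a prior count of 0.5 and the median over genes), were not run because the files hold no gene names. The fold changes of genes named in the paper were not run for the same reason. The replicate block was not run because the library identifiers are unique and pair no libraries.

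The first dimension of the scaling kept its result in every tissue with the log2 fold change distance, and in the testes also without A48. No scaling result reversed. The scaling was not rerun with the other filters, normalizations or libraries left out. With log2 fold change in place of BCV as the distance, dimension 2 came to differ between the diets by -0.8978 in the anterior pituitary (exact permutation p = 4.33e-05) and by -0.7375 in the testes (exact permutation p = 0.00548). The BCV distance weighs a gene by its dispersion over all libraries, so genes of the dominant first dimension count for more in it, which may hide a smaller difference.

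Over the fits that each left out 1 library, the number of DEG was 0 throughout in the arcuate nucleus (20 fits), from 48 to 88 in the anterior pituitary (19 fits) and from 158 to 4600 in the testes (18 fits). The testes count was highest without the high plane library B42 and lowest without the low plane library B2, both far along the first dimension, and only 5 of the 18 fits stayed within 1.5 times the main count. Without A48 there were 326 DEG in the testes, 215 increased and 111 decreased.

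The arcuate nucleus gave 0 DEG in the main fit. The exact test gave 5 (1 increased, 4 decreased), DESeq2 gave 1 (0 increased, 1 decreased), the fit over all tissues gave 123 (29 increased, 94 decreased) and the 18-library filter with the exact test gave 2 (1 increased, 1 decreased). The fit over all tissues lends the arcuate nucleus a dispersion estimated in part from other tissues, which may be too small for it.

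The anterior pituitary gave 81 DEG in the main fit (10 increased, 71 decreased). DESeq2 gave 258 (78 and 180), limma with quality weights 1092 (519 and 573) and the fit over all tissues 174 (24 and 150). The exact test gave 5 increased genes, and the stricter filter 47 decreased. The 18-library filter with the exact test gave 49 (5 and 44), library totals without TMM factors 50 (4 and 46), the library score 1298 (716 and 582), and the score with the total count 1231 (691 and 540). The common BCV fell from 0.533 to 0.184 when the score was in the model. The larger counts with the score may come from this smaller residual spread. Quality weights may lower the influence of the libraries that lie apart on the first dimension, but the weights were not examined.

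In the testes the main fit gave 1057 DEG (727 increased, 330 decreased). DESeq2 gave 1972 (1282 and 690), limma with quality weights 11146 (5472 and 5674), no filter 609 (451 and 158), and the total count as covariate 2 (0 and 2). The exact test gave 457 increased genes. Library totals without TMM factors gave 2336 (2025 and 311), and the 18-library filter with the exact test 478 increased genes. The library score gave 271 increased and 680 decreased genes, 951 in all, and the score with the total count 392 (54 and 338). The total count differs between the diets in this tissue, so as a covariate it takes up part of any diet effect, and the count of 2 could understate it. The majority of DEG was decreased with the score, with quality weights and with the total count. It was also decreased in settings of the later search with common or trended dispersions, such as TMM with the exact test and a common dispersion (360 increased and 1321 decreased) or a trended one (396 and 1275).

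For the 11 genes named, 54 of 60 alternative values were unchanged, 4 were weaker and 2 stronger. All kept their direction. The depth of the arcuate nucleus library C22, 898979 reads, limits what that library adds, and leaving it out still gave 0 DEG.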

Differences from the paper's values

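In the anterior pituitary 81 genes passed an FDR of 0.05, against the paper's 49. Of the alternatives set before the files arrived, no filter (66), the stricter filter (61) and the log2 total count as covariate (64) came within 1.5 times of the paper's count. The exact test (89), DESeq2 (258), limma voom with quality weights (1092) and the fit over all tissues (174) did not. A filter of CPM above 1 in at least 18 libraries with the classic exact test gave 49, a setting chosen after seeing the values, with 5 increased and 44 decreased genes. It came out of a search over 175 settings in this tissue, made after the files arrived to match the paper's supplement, in which the number of DEG ran from 15 to 128. In that search 141 settings came within 1.5 times of the paper's count and 9 equalled it, all chosen after seeing the values. Of these 9, 4 were this filter with tagwise dispersions, estimated with or without a trend and with either kind of library size. The other 5 used tagwise dispersions with a filter of CPM above 1 in at least 18 libraries without A11 or A18, or in at least 17 without A23, A39 or A19. Meeting the count is therefore weak evidence for any one setting. In the testes the 18-library filter with the exact test gave 779 genes against the paper's 1346. The search there covered 170 settings, which gave from 210 to 3528 DEG, 59 of them within 1.5 times of the paper's count and 0 equal to it. The nearest were RLE normalization with the 18-library filter, chosen after seeing the values, with 1347 by the exact test and 1345 by the likelihood ratio test. Library totals without TMM factors, also chosen after seeing the values, gave 50 in the anterior pituitary and 2336 in the testes.

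There were 71 decreased genes in the anterior pituitary, against the paper's 38. The paper counts only genes that its pathway software could map. The stricter filter (47) and the total count as covariate (56) came within 1.5 times, and no filter (59), the exact test (84), DESeq2 (180), limma voom with quality weights (573) and the fit over all tissues (150) did not. Chosen after seeing the values, the 18-library filter with the exact test (44) and library totals without TMM factors (46) also came within 1.5 times.

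The other counts were within 1.5 times of the paper's. They were 0 DEG in the arcuate nucleus, 1057 in the testes against the paper's 1346, 727 increased against the paper's 1049 and 330 decreased against the paper's 266, and 10 increased in the anterior pituitary against the paper's 7. The mean total count of the testes libraries was 16954994 ± 4769545 (SD), against the paper's 18324101 ± 7135544 (SD) raw reads, while the arcuate nucleus and anterior pituitary means were equal to the paper's.

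The paper describes the diets as not separated by scaling in the anterior pituitary. On dimension 1 the same was found here, and on dimension 2 with the log2 fold change distance the diets differed by -0.8978 (exact permutation test, p = 4.33e-05).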

Other observations

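The first dimension of the libraries is carried by the same genes in all 3 tissues. For each gene, a loading was computed as the slope of its log2 CPM within diets on dimension 1 of the scaling with the log2 fold change distance. Over 13467 genes tested in every tissue, the loadings correlated at r = 0.973 between anterior pituitary and testes, 0.967 between arcuate nucleus and anterior pituitary, and 0.958 between arcuate nucleus and testes (across genes, which are not independent replicates). The libraries were then scored by the mean log2 CPM of 200 genes chosen in the other 2 tissues. In the anterior pituitary, A57, A51 and A18 on the high plane and A10 and A47 on the low plane scored between -1.676 and -0.839, and the other libraries between 3.921 and 4.757. Of the arcuate nucleus libraries, C6 and C33 (low plane) scored -1.345 and -0.666, and the others at least 3.412. In the testes, B42 on the high plane scored -0.651, and B21, B15, B2, B26 and B20 on the low plane scored -1.101, -0.888, -0.815, 0.37 and 1.584, while the others scored at least 4.197. The paper does not report this.

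Predictions for each explanation, like all those in this section, were written only after the pattern was seen. A cause in library preparation or RNA quality predicts the same genes in unlike tissues, and the smallest of the 3 correlations was 0.958. That correlation is the pattern itself, so it is no separate test of this cause. Sequencing depth does not account for the pattern, as 92% or more of the largest gap between scores was left after thinning, and the shallowest library, C22, scored 4.322. The most counted genes do not account for it either, since 99.9% of the gap was left without the 100 most counted genes. RNA from another of the 3 tissues is not supported, because the loadings correlated with the expression difference between tissues by at most 0.139 in size. Diet is not a sufficient explanation, since the score differed between the diets in 1 of 3 tissues and the low scores in the anterior pituitary came from both diets. Gene length and GC content could not be tested, as 0 genes have either in the files. A shared preparation or RNA quality effect remains an untested candidate explanation, which cannot be told apart from an effect of gene length or GC content. The paper states that RNA integrity was high in all samples, and the files hold no integrity values.

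How this bears on the DEG was examined by splitting the libraries of a tissue at random, 100 splits each with the real one included. In the anterior pituitary 9 of the 100 splits gave at least 81 DEG, and 9 and 9 gave as many increased and decreased genes. The 8 random ones among them gave from 2638 to 5133 DEG and were those with a difference in library score of 2.847 or more, and each of the other 91 gave at most 1. The real split has a difference in score of 0.878, and no random split with a difference of 2.719 or less gave more than 1 DEG. So 9 of 100 splits reached the count of the main fit, and apart from the real one these were the splits that followed the score most closely, which the diets in this tissue do not. With the library score as covariate, 1 of the 100 splits, the real one, gave 1298 DEG, and no other gave more than 2. The same held for the 716 increased and 582 decreased genes (1 of 100 each). All 81 DEG of the main fit were among the 1298, in the same direction. A candidate explanation is that the diet affects many more anterior pituitary genes than the main fit detects, and that the spread between libraries hides them. For the arcuate nucleus, where the main fit gave 0 DEG in either direction, 100 of 100 splits gave at least as many by definition.

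In the testes, 2 of the 100 splits gave at least 1057 DEG, 2 as many increased genes and 1 as many decreased genes. The other split gave 2880 DEG and had a score difference of -2.707 between its groups, where the real split has -2.486. The other 5 random splits with the largest differences in size, 2.901, -2.325, 2.314, -2.242 and 2.223, each gave 0 DEG, so a difference in score of this size did not by itself give the count. Since 1 split that followed the score gave more DEG than the diets, the score and the diet cannot be told apart by the main fit, and the splits do not settle how much of the count the score accounts for. With the score as covariate, 1 of 100 splits gave as many DEG in all (951), increased (271) and decreased (680), and the most that any other split gave was 1. Only 268 of the 1057 DEG were among the 951, all in the same direction. The share of increased genes fell to 28.5%. The main log2 fold changes correlated with the loadings at -0.78 across genes, and at 0.207 with the score in the fit. Simulated counts with this first dimension and no diet effect on most genes gave 13 false calls, many fewer than 1057, so the first dimension as simulated does not produce the count by itself, although 1 of the random splits did give more. With the total count as covariate 2 DEG remained, but the total count differs between the diets, and the log2 fold changes of the 5 named testes genes hardly moved (from -3.618 to -3.726 for ENSBTAG00000011677 and from -0.8093 to -0.7946 for ENSBTAG00000021237). These 5 genes were all decreased, and the other DEG, the increased ones included, were not examined in this way. Since the total count differs between the diets, this fit cannot separate library size from diet. The fall in the count therefore does not show whether library size produced the DEG. The excess of increased genes on the low plane may thus reflect the first dimension, and cannot be told apart from library size. The paper reads increased gametogenesis from a predicted z-score and from genes that it names, which could not be located here. There were 680 decreased genes with the score, 338 with the score and the total count, and 2 with the total count alone. Overlap was computed for all DEG of the main and score fits only. Whether the same decreased genes remained is therefore not known.

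ENSBTAG00000018948 was higher on the low plane in 2 tissues. In the anterior pituitary its log2 CPM was 6.014 ± 0.3163 (SD, n = 10) on the low plane and 3.794 ± 0.7494 (SD, n = 9) on the high plane (exact permutation test, p = 2.17e-05, the smallest it can give). The gene was chosen for its small p-value in the anterior pituitary, so that permutation test is no separate support. In the arcuate nucleus its log2 CPM was 6.626 ± 0.5313 (SD, n = 10) on the low plane and 5.876 ± 0.2645 (SD, n = 10) on the high plane (permutation test, p = 0.00096). Over all genes tested in the arcuate nucleus it did not pass (FDR 0.4771 by edgeR's quasi-likelihood test). In the testes there was no difference (exact permutation test, p = 0.761). Among the 66 anterior pituitary DEG tested in the arcuate nucleus, 3 passed an FDR of 0.05 within that set in the main fit. They were this gene (0.007167), ENSBTAG00000002444 (0.003157) and ENSBTAG00000016746 (0.008718), all in the same direction as in the anterior pituitary. ENSBTAG00000002444 and ENSBTAG00000016746 were also decreased in the testes, by -0.4922 and -0.6848, each with an FDR of 0.01764 within the set tested there. With the library score as covariate more genes of the set passed in the arcuate nucleus. With the library score as covariate the log2 fold change of ENSBTAG00000018948 was 0.8797 in the arcuate nucleus and 2.108 in the anterior pituitary. The first dimension therefore does not account for the difference in either tissue. With the total count as covariate its anterior pituitary log2 fold change was 2.12, so library size does not account for it there. Library size was not tested for this gene in the arcuate nucleus. A response of this gene to diet in both tissues is a hypothesis, as reads shared with gene copies could not be examined.

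The testes library A48 carries the letter of the anterior pituitary in its label. Its median correlation with the other testes libraries was 0.979, against 0.763 with the anterior pituitary libraries, so its counts resemble testes, as its label states. The arcuate nucleus library C22 held the fewest reads, and 0 DEG were found without it, as with it.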
